A study of Mus musculus with 12 samples.

How the data were processed

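RNA was measured in hematopoietic stem cells (HSCs) of mice that were wild type (WT) or carried an inducible ETV6-RUNX1 fusion (iE/R in the labels). Per the labels, the cells came from fetal liver at embryonic day 14.5 or from bone marrow at 8 weeks, and all were kept for 3 days in HSC expansion culture with 1 µg/mL doxycycline, the WT cells included. Total RNA was purified with a Norgen single-cell kit, made into libraries with a SMARTer stranded total RNA kit for small inputs, and sequenced as read pairs on a NovaSeq, per the labels' protocols. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels or the deposited table. The sex of the animals and the number of animals per library are not stated either.

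The authors deposited a single table of CPM (reads scaled to a fixed library total) per gene, with a column for each of the 12 libraries. In every column the values were whole multiples of a step, so that 100% of values could be turned back into whole reads, and the step gave the library total. The deposited CPM values therefore carried this scaling and no further scaling between libraries. The genes listed held at least 99.8% of each total. Of 40757 entries, 276 repeated a gene ID and were kept once, which left 40481 genes, of which 11203 had no reads in any library.

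Library totals ranged from 32.3 to 64.5 M reads. A count of 3 reads, taken as the floor below which a value was not told from 0, equalled 0.047 CPM in the deepest library and 0.093 CPM in the shallowest. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. The GENCODE M21 annotation of GRCm38 was used only for biotypes, positions, GC content and exon lengths, and 40340 gene IDs (99.65%) were found in it. Coordinates are given on GRCm38, 1-based, although the build behind the table is unknown.

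CPM values were transformed as log2(CPM + 1). Genes with at least 1 CPM in at least 3 of the 12 libraries were tested, which gave 14271 genes. The main test was limma (lmFit, eBayes with a mean-variance trend, not robust), two-sided, with a coefficient for each of the 4 groups of 3 libraries, 8 residual degrees of freedom and no covariate. Each gene's p was adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The 5 comparisons were ETV6-RUNX1 against WT in fetal liver, the same in bone marrow, the difference between these effects (the interaction), and fetal liver against bone marrow in each genotype. A call below means a limma adjusted p under 0.05.

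The 12 gene lists (364 different genes) were written from general knowledge of the field: S phase, G2/M phase, HSC-associated, lymphoid priming, granulocyte-monocyte, megakaryocyte, erythroid, mast cell and basophil, fetal programme, interferon response, MYC and ribosome biogenesis, and NF-kB and immediate early. They were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 lists within each comparison, beside fry and camera with an estimated correlation. The list value given is the mean log2 fold change of the list minus that of the other genes tested. Single genes with values per library were compared by an exact two-sided permutation test of the group means, whose smallest possible p is 0.1 with 3 libraries against 3.

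The genes named were chosen by a rule. For each comparison it took the 3 largest rises and the 3 largest falls among genes with a call, a mean of at least 5 CPM in a compared group and no overlap between the replicates of the groups compared (overlap was allowed for the interaction), without unnamed gene models and sex-linked genes. Etv6 and Runx1 were always included, with at most 3 called members per list, by smallest p. This gave 70 gene results, of which 1 list member is not reported here. The comparisons, test, gene filter, lists, naming rule and alternatives were fixed before the data were examined, except that the share of reads in processed pseudogenes was added as a covariate after seeing the data.

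The alternatives were a pseudocount of 0.1, all 29278 genes with reads, genes with a mean of at least 5 CPM (10648 genes), median-of-ratios scaling, quantile normalization, the replicate number as a block, limma array weights, the log2 value of Xist as a covariate, edgeR's quasi-likelihood test with TMM and DESeq2 on the recovered reads, only the 6 libraries compared, an added 2-fold threshold, and leaving out each library in turn. For the gene lists, edgeR, DESeq2, the fit of only the 6 libraries compared and the 2-fold threshold were not run. The fit of only 6 libraries does not apply to the interaction and was not run for the correlations, nor was DESeq2 or the 2-fold threshold. Shared reads of near-identical genes cannot be assigned with an unstated counting method, so such genes are reported as uncertain, as are overlapping and antisense genes.

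The fits were tested on simulated reads drawn from the real means and totals, with 200 of the 14271 genes changed 2-fold in fetal liver. In the fetal liver comparison limma recovered 68.5% of them with 12 false calls, and edgeR recovered 68% with 7 false calls. The interaction recovered 12.5% with 2 false calls, and the bone marrow comparison, where nothing was changed, gave 1 call. Camera found the 1 list that had been shifted by 0.5 on the log2 scale and called 0 of the others. Each gene was drawn independently, so this does not test the preset inter-gene correlation or the false calls of lists whose genes vary together. The software was R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.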

Results

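Gene expression was measured by RNA sequencing in 12 libraries of cultured mouse HSCs, in 4 groups of 3: WT and ETV6-RUNX1 cells from adult bone marrow, and WT and ETV6-RUNX1 cells from fetal liver. ETV6-RUNX1 is a fusion of 2 transcription factor genes that occurs in childhood B-cell leukemia. The totals were 52.5, 51.3 and 40.1 M reads for WT bone marrow replicates 1 to 3 and 46.3, 59.8 and 64.5 M for WT fetal liver. They were 37.0, 32.4 and 32.3 M for ETV6-RUNX1 bone marrow and 47.6, 55.7 and 33.3 M for ETV6-RUNX1 fetal liver. At least 1 CPM was reached by 13012 to 13750 genes per library. The 20 most abundant genes took 8.61% to 10.2% of the reads of a library. The labels give no sequencing or library batch.

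The genes joined in the fusion were examined first. The mean level of Runx1 (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149) was 227 ± 15.02 CPM (SD, n = 3) in ETV6-RUNX1 and 121 ± 12.98 CPM in WT fetal liver, a ratio of 1.88. In bone marrow Runx1 was 170 ± 25.8 CPM in ETV6-RUNX1 and 96.3 ± 9.17 CPM in WT, a ratio of 1.77. The rises of Runx1 were calls in both sources (log2 fold change 0.90 ± 0.14 SE, limma adjusted p 0.000154 in fetal liver, and 0.81 ± 0.14 SE, adjusted p 0.00178 in bone marrow). Etv6 (ENSMUSG00000030199, chromosome 6, 134035700 to 134270158) was 178 ± 6.09 against 123 ± 23.8 CPM in fetal liver and 225 ± 30.1 against 164 ± 28.1 CPM in bone marrow. Its rise passed the threshold in fetal liver (0.55 ± 0.16 SE, limma adjusted p 0.0146) and failed it in bone marrow (0.46 ± 0.16 SE, adjusted p 0.0633). Without WT fetal liver replicate 3 the fetal liver call of Etv6 was lost (log2 fold change 0.43, limma adjusted p 0.0772). It was also lost with the share of reads in processed pseudogenes as a covariate (0.28, adjusted p 0.137). The adjusted p ranged from 0.00108 to 0.137 over 18 alternatives. In bone marrow Etv6 passed under 3 of 18 alternatives (adjusted p 0.004 to 0.2). All 3 ETV6-RUNX1 libraries lay above all 3 WT libraries of their source for both genes, which gives the smallest possible exact permutation p of 0.1. The table does not separate reads of the fusion from reads of the endogenous genes. Gm17089 overlaps Etv6 and Gm26626 overlaps Runx1 on the opposite strand, so these values are uncertain to the extent that strand was ignored in counting.

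Sex-linked genes differed between the sources. Xist, which is expressed from the inactive X chromosome of female cells, ranged from 0.175 to 1.27 CPM in the 6 bone marrow libraries and from 51.7 to 89.3 CPM in the 6 fetal liver libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in every library. In fetal liver they were higher in ETV6-RUNX1 than in WT, by ratios of 2.13, 1.93, 1.63 and 3.26, with all 3 libraries above all 3 (exact permutation p 0.1 for each of the 4 genes, the smallest possible). The Xist ratio was 0.945 (exact permutation p 0.8). In bone marrow the Y-linked ratios ran from 0.983 to 1.35, within the spread of the replicates. By these genes the bone marrow libraries looked male and the fetal liver libraries mixed. Comparisons between the sources, the interaction included, are therefore confounded with sex.

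**Figure D1:**
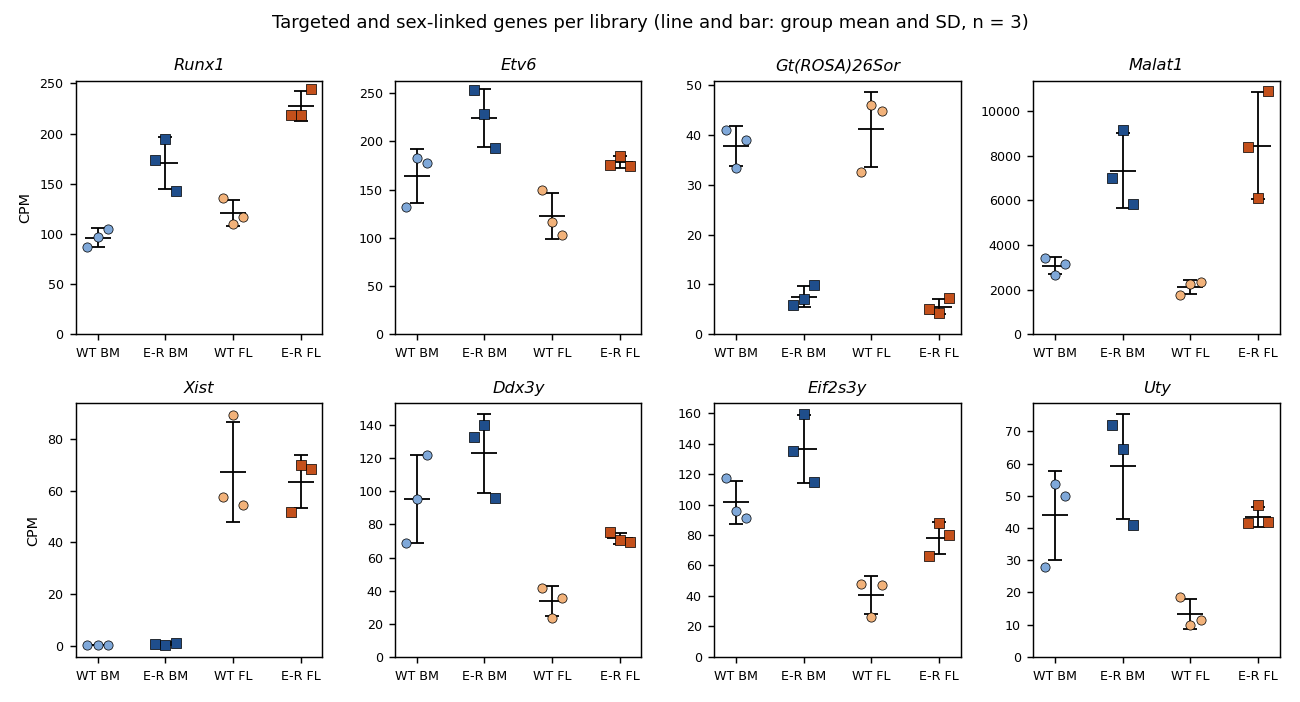
Expression of 8 genes in each library, in CPM, by group, with points for libraries and the line and bar for the group mean and SD (n = 3). Runx1 rose in ETV6-RUNX1 libraries of both sources, Xist was near 0 CPM in bone marrow, and Gt(ROSA)26Sor fell in ETV6-RUNX1 libraries of both sources.

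In a principal component analysis of the tested genes, the first component held 46.3% of the variance and the second 28.6%. ETV6-RUNX1 fetal liver libraries scored 57.6 to 69.4 on the first component, ETV6-RUNX1 bone marrow libraries 5.46 to 28.2, and the WT libraries of both sources -48.7 to -27.7. The second component separated the sources. The 4 groups did not overlap on the pair of components.

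**Figure D2:**
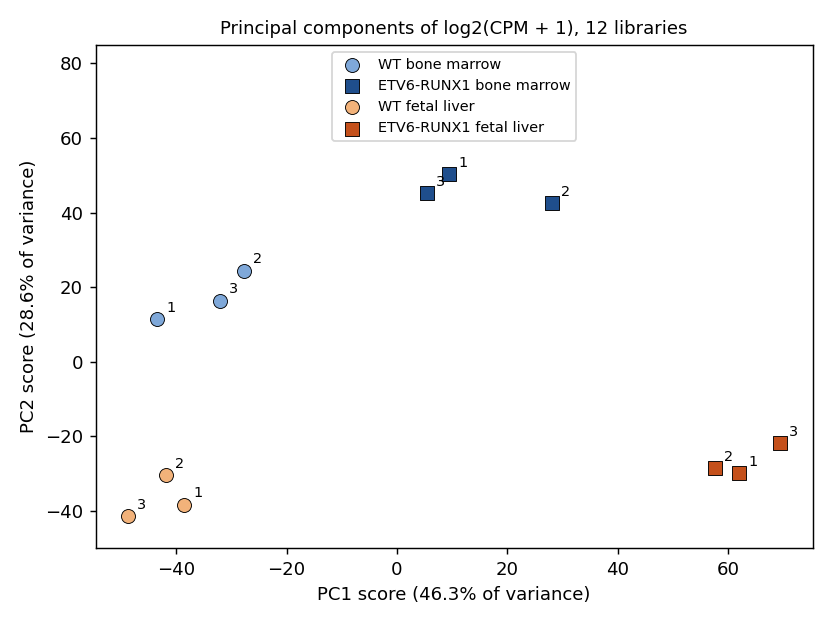
Scores of the 12 libraries on the first and second principal components of log2(CPM + 1), in arbitrary units, with colour and shape for the group and a label for the replicate number. WT and ETV6-RUNX1 libraries lie apart in both sources, and the distance is larger in fetal liver.

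The comparison of genotypes in fetal liver asked what the fusion changes in fetal HSCs. The genotypes may differ in more than the fusion, such as other inserted sequences. No comparison here, in either source, separates such differences from the fusion. Of 14271 genes tested, 6151 were called, 3544 higher and 2607 lower in ETV6-RUNX1. The 2-fold threshold moved this count most among the alternatives, to 2176 (1609 higher and 567 lower). The direction of the calls depended on the scaling. Quantile normalization gave 2717 higher and 3746 lower genes, so that 42% of the calls were higher against 57.6% with the deposited scaling, and the median log2 fold change of all genes was -0.10 in place of 0.08.

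The largest rises that met the naming rule in fetal liver were those of 3 interferon-induced genes on chromosome 19. Ifit3 (ENSMUSG00000074896, 34583531 to 34588731) went from 0.561 ± 0.307 CPM (SD, n = 3) in WT to 495 ± 224 CPM in ETV6-RUNX1 (log2 fold change 8.21 ± 0.70 SE, limma adjusted p 6.26e-07). Ifit1bl1 rose by 7.71 ± 0.53 SE (limma adjusted p 7.82e-08) and Ifit3b by 7.65 ± 0.64 SE (adjusted p 5.09e-07). Ifit3 and Ifit3b are near-identical copies, so the division of reads between them is uncertain. The largest falls were those of Nkg7 (ENSMUSG00000004612, chromosome 7, 43437073 to 43438249), from 78.1 ± 27.2 to 1.02 ± 0.337 CPM (log2 fold change -5.24 ± 0.25 SE, limma adjusted p 4.25e-09), Slc22a3 (-3.82 ± 0.27 SE, adjusted p 8.21e-08) and Emilin2 (-3.58 ± 0.25 SE, adjusted p 7.38e-08). By the rule, the 3 ETV6-RUNX1 libraries did not overlap the 3 WT libraries for any of these genes, and each kept its call under all 18 alternatives tried for it. Slc22a3 overlaps Plg on the opposite strand.

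The same comparison in bone marrow asked for the effect in adult HSCs and gave 2763 calls, 2059 higher and 704 lower. With at least a 2-fold change there were 901 calls. Without ETV6-RUNX1 bone marrow replicate 2 the count was 1520. The split depended on the scaling here too. Higher genes made up 74.5% of the calls with the deposited scaling, 53% with median-of-ratios scaling (1480 higher and 1313 lower), 48.5% with quantile normalization, 50.5% with edgeR (1384 and 1355) and 52% with DESeq2. Median-of-ratios scaling moved the median log2 fold change of all genes from 0.13 to 0.01.

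The largest rises in bone marrow were those of BC018473, an antisense gene on chromosome 11 (ENSMUSG00000056032, 116752167 to 116759373), from 0.445 ± 0.244 to 485 ± 197 CPM (log2 fold change 8.33 ± 0.28 SE, limma adjusted p 3.8e-10), of St6galnac2 on the same chromosome (116675303 to 116694868), from 1.03 ± 0.18 to 75.5 ± 12.4 CPM (5.23 ± 0.19 SE, adjusted p 4.96e-10), and of Ifit3 (4.25 ± 0.70 SE, adjusted p 0.00141). The values of BC018473 and St6galnac2 are uncertain, since they are antisense or overlap other genes. The largest falls were those of Nkg7 (-3.32 ± 0.25 SE, limma adjusted p 4.4e-06), Alox5 (-3.23 ± 0.49 SE, adjusted p 0.000826) and Smim6 (-2.99 ± 0.22 SE, adjusted p 3.29e-06). All 3 ETV6-RUNX1 libraries lay beyond all 3 WT libraries for these 6 genes, and their calls held under all 18 alternatives.

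The effects in the sources were then set against each other, since the series title asks how ontogeny shapes the effect of the fusion. Calls in both sources numbered 1880, of which 1262 were higher in both, 581 lower in both and 37 opposite. These were 68% of the bone marrow calls. A further 4271 genes were called in fetal liver only and 883 in bone marrow only, which by itself does not show a difference between the sources. The log2 fold changes correlated across genes with Pearson's r = 0.64 (genes are not independent replicates, and the comparisons share no library), and 71.7% of all genes changed in the same direction.

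The difference itself was tested as an interaction. It was called for 1311 genes, 794 with a more positive and 517 with a more negative effect in fetal liver. With edgeR the count was 1105, with 73.5% more positive in place of 60.6%, and median-of-ratios scaling gave 995 and 353 genes (73.8%). Array weights turned the balance to 1689 more positive and 1948 more negative genes (46.4%), and without ETV6-RUNX1 fetal liver replicate 3 it was 729 and 694 (51.2%). The count ranged from 731 without WT bone marrow replicate 2 to 2332 without WT bone marrow replicate 1. It was 737 without WT fetal liver replicate 3, 766 without WT fetal liver replicate 2 and 847 without ETV6-RUNX1 fetal liver replicate 1. The change was larger in fetal liver for 1139 of the 1311 genes and larger in bone marrow for 172, and 509 genes had opposite signs in the sources.

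**Figure D3:**
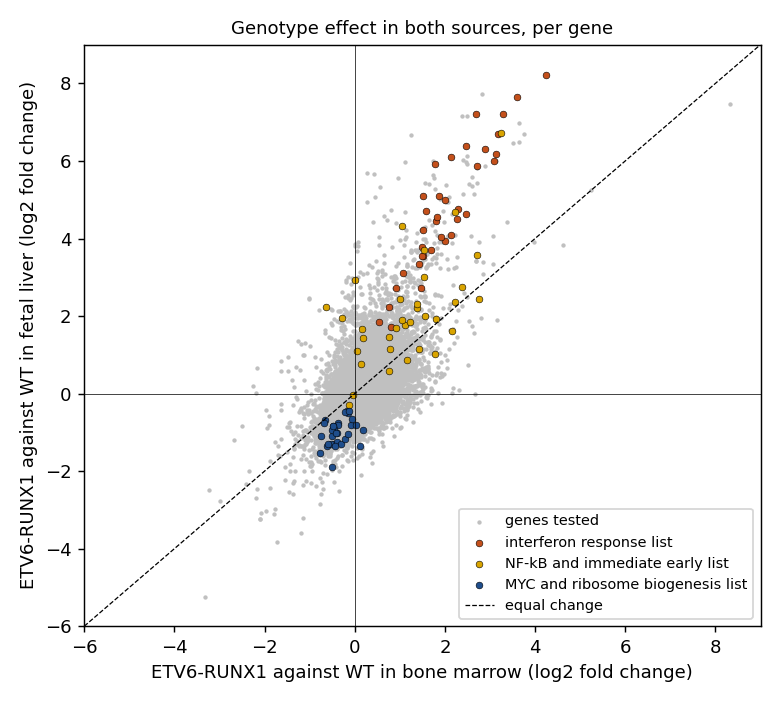
Log2 fold change of each tested gene between ETV6-RUNX1 and WT, in bone marrow (horizontal) and fetal liver (vertical), with the members of 3 gene lists in colour and a dashed line for equal change. All 36 interferon response genes rose in both sources and lie above the dashed line.

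The largest positive interactions that met the rule were those of Myl9 (5.42 ± 0.48 SE, limma adjusted p 2.28e-05), H2-Q6 (5.42 ± 0.27 SE, adjusted p 9.45e-08) and Col5a2 (5.22 ± 0.52 SE, adjusted p 4.42e-05). Myl9 reached 69.8 ± 15.2 CPM (SD, n = 3) in ETV6-RUNX1 fetal liver and a mean of at most 0.627 CPM in the other groups. Col5a2 reached 96.1 ± 30.7 CPM there and at most 0.916 CPM elsewhere. H2-Q6 was 1.66 ± 0.348 CPM in WT fetal liver, 176 ± 26.4 in WT bone marrow, 423 ± 99.2 in ETV6-RUNX1 bone marrow and 270 ± 48.6 in ETV6-RUNX1 fetal liver. H2-Q6 shares sequence with H2-Q7, so its reads are uncertain. The largest negative interactions were those of Fyb2 (-2.68 ± 0.29 SE, limma adjusted p 7.05e-05), Emilin2 (-2.40 ± 0.35 SE, adjusted p 0.000778) and Slc22a3 (-2.10 ± 0.38 SE, adjusted p 0.00341). Fyb2 lay at or under the floor of 3 reads in all 6 fetal liver libraries, so its difference rests on the rise in bone marrow, from 0.0672 ± 0.0497 to 6.02 ± 2.20 CPM, and no fold change is given for fetal liver. The calls of Col5a2 and Fyb2 were lost with edgeR (adjusted p 0.113, range 5.51e-06 to 0.113, and 0.092, range 6.43e-06 to 0.092). That of Col5a2 was also lost with DESeq2 (0.0888), which gave no adjusted p for Myl9.

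In fetal liver, 9 of the 12 lists passed the threshold with camera. The interferon response list stood 4.59 above the other genes (adjusted p 5.58e-30), with 36 of 36 genes higher and all 36 called, both over all genes and adjusted over the list alone. The NF-kB and immediate early list rose by 1.92 (adjusted p 1.55e-11, 32 of 34 genes higher, 29 called and 29 adjusted over the list alone). Smaller rises were found for the erythroid list (0.91, adjusted p 0.000728, 13 of 16 genes, 13 called and 14 adjusted over the list alone) and the megakaryocyte list (0.84, adjusted p 0.0057, 19 of 22, 13 and 17). The HSC-associated list (0.75, adjusted p 0.00018, 23 of 29, 20 and 21) and the lymphoid priming list (0.34, adjusted p 0.0244, 11 of 15, 8 and 9) rose as well. The MYC and ribosome biogenesis list fell by 1.18 (adjusted p 6.95e-17, 32 of 32 genes lower, 28 called and 30 adjusted over the list alone). The G2/M phase list fell by 0.76 (adjusted p 2e-11, 45 of 50, 34 and 35) and the S phase list by 0.71 (adjusted p 1.05e-08, 41 of 42, 23 and 24). The granulocyte-monocyte list (0.23, adjusted p 0.214, 9 and 11 of 14 genes called), the mast cell and basophil list (0.24, adjusted p 0.353, 5 and 6 of 9) and the fetal programme list (-0.07, adjusted p 0.755, 8 and 8 of 13) did not pass.

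In bone marrow 7 lists passed. The interferon response list rose by 1.87 (camera adjusted p 1e-22, 36 of 36 genes higher, 36 called and 36 adjusted over the list alone), the NF-kB and immediate early list by 0.99 (adjusted p 4.52e-07, 30 of 34, 21 and 25) and the HSC-associated list by 0.28 (adjusted p 0.0172, 23 of 29, 14 and 17). The lists that fell were MYC and ribosome biogenesis (-0.53, adjusted p 1.32e-10, 29 of 32 genes lower, 11 and 18 called), G2/M phase (-0.52, adjusted p 4.5e-13, 44 of 50, 13 and 21), S phase (-0.51, adjusted p 1.32e-10, 35 of 42, 13 and 16) and megakaryocyte (-0.54, adjusted p 0.0107, 17 of 22, 1 and 1). The megakaryocyte value depended on single libraries, since it was -1.01 without ETV6-RUNX1 bone marrow replicate 2 and -0.23 without replicate 3 of that group, and it was 0.03 with Xist as a covariate. Not past the threshold were the lymphoid priming list (0.004, adjusted p 0.515, 5 and 7 of 15 genes called), the granulocyte-monocyte list (0.09, adjusted p 0.513, 7 and 9 of 14) and the erythroid list (-0.29, adjusted p 0.207, 2 and 7 of 16). The mast cell and basophil list (-0.43, adjusted p 0.51, 2 and 2 of 9) and the fetal programme list (-0.15, adjusted p 0.515, 0 and 0 of 13) did not pass either. Under camera with an estimated correlation none of the 9 fetal liver and 7 bone marrow calls held (4 and 3 lists had an unadjusted p under 0.05), while under fry 9 of 9 and 6 of 7 held, without the megakaryocyte list in bone marrow. Fry also passed 4 lists that camera did not: granulocyte-monocyte (adjusted p 0.00133) and mast cell and basophil (0.000949) in fetal liver, and lymphoid priming (0.0132) and granulocyte-monocyte (0.0245) in bone marrow, which gives 11 and 8 lists.

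The difference between the sources passed for 10 lists. It was positive for the interferon response list (2.72, camera adjusted p 3.26e-35, 36 of 36 genes, 34 called and 36 adjusted over the list alone), the megakaryocyte list (1.38, adjusted p 1.3e-07, 19 of 22, 9 and 17), the erythroid list (1.20, adjusted p 5.6e-07, 14 of 16, 8 and 8) and the NF-kB and immediate early list (0.94, adjusted p 1.46e-06, 27 of 34, 8 and 9). It was also positive for the mast cell and basophil list (0.66, adjusted p 0.0265, 7 of 9, 2 and 5), the HSC-associated list (0.47, adjusted p 0.00192, 18 of 29, 10 and 13) and the lymphoid priming list (0.34, adjusted p 0.031, 11 of 15, 2 and 5). It was negative for the MYC and ribosome biogenesis list (-0.65, adjusted p 1.48e-10, 32 of 32, 15 and 20), the G2/M phase list (-0.24, adjusted p 0.00455, 38 of 50, 3 and 3) and the S phase list (-0.20, adjusted p 0.0436, 31 of 42, 1 and 0). The granulocyte-monocyte list (0.13, adjusted p 0.377, 4 and 4 of 14 genes called) and the fetal programme list (0.09, adjusted p 0.377, 5 and 8 of 13) did not pass. With all genes with reads tested, the granulocyte-monocyte value was 0.61 and passed (camera adjusted p 0.0355). Under fry 7 of the 10 held, and under an estimated correlation 1 did, the erythroid list (adjusted p 0.0313).

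**Figure D4:**
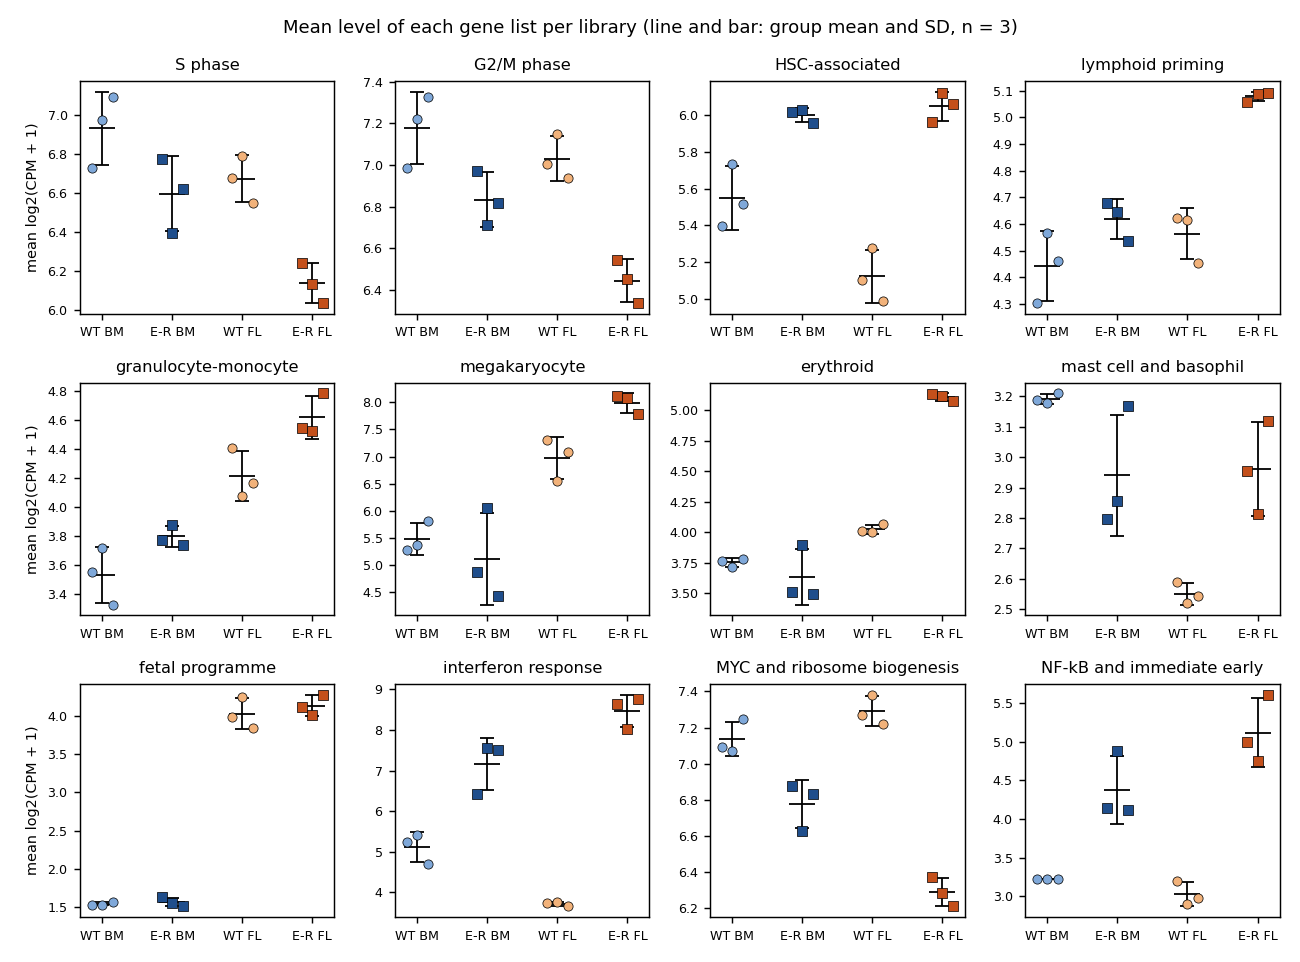
Mean log2(CPM + 1) of the tested genes of each of the 12 lists in each library, by group, with the line and bar for the group mean and SD (n = 3). The interferon response list is lowest in WT fetal liver and highest in ETV6-RUNX1 fetal liver, with no overlap between genotypes in either source.

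Among single list members the HSC-associated genes Ly6a, Mllt3 and Slamf1 rose in fetal liver, by 5.44 ± 0.44, 2.19 ± 0.15 and 1.87 ± 0.13 (log2 fold change ± SE). Ly6a went from 19.1 ± 3.92 to 880 ± 240 CPM (SD, n = 3) in fetal liver. Of the lymphoid genes, Ighm rose by 2.13 ± 0.28, Gata3 by 1.45 ± 0.17 and Tcf4 by 0.74 ± 0.12, and 17 of the 32 genes of that list were below the expression filter and could not be tested. Prtn3 fell by 2.60 ± 0.17 in fetal liver, whereas Csf2rb rose by 2.36 ± 0.16 and Csf1r by 2.59 ± 0.27. Of the megakaryocyte and erythroid genes, Tubb1 (2.72 ± 0.31), Vwf (1.44 ± 0.22), Hba-a1 (3.90 ± 0.28) and Rhag (2.47 ± 0.25) rose in fetal liver, and Gp9 fell in bone marrow (-2.51 ± 0.23). Hba-a1 and Hba-a2 are near-identical copies, and Hba-a1 lay at or under the floor in 2 of 3 WT fetal liver libraries, so that its fold change depended on the method (3.69 to 8.62 over 17 alternatives). Npm1 (-1.54 ± 0.15), Srm (-1.90 ± 0.18) and Grwd1 (-1.31 ± 0.13) of the MYC list fell, as did Aurkb, Cdca3 and Ube2c (-1.17 to -1.08) and Chaf1b, Cdca7 and Rpa2 (-1.19 to -0.89) of the cell cycle lists. Further members named by the rule rose in fetal liver: Oas2 (6.39), Ifi44 (7.21), Oasl2 (4.99), Ccl3 (4.31), Egr2 (2.93), Klf6 (1.85), Hdc (2.45), Mitf (1.58), Hbb-y (2.40) and Plagl1 (1.56). H19 fell there (-1.79), and Fcer1a fell in bone marrow (-1.63). All were limma calls over all genes tested, and none lost its call under the alternatives tried. The size of the change also depended on the method for other members with low counts. Over 17 alternatives it ran from 2.65 to 4.87 for Egr2, 2.09 to 4.49 for Hbb-y and 2.23 to 4.42 for Hdc in fetal liver. For Fcer1a in bone marrow it ran from -4.01 to -1.35.

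Fetal liver was compared with bone marrow in WT to measure the difference between the sources in the same culture. Xist was 0.175 to 0.324 CPM in WT bone marrow and 54.4 to 89.3 CPM in WT fetal liver. Source and sex were therefore confounded, and the calls cannot be assigned to ontogeny alone. There were 1591 calls, 482 higher and 1109 lower in fetal liver. The higher share was 30.3%, against 40.7% with median-of-ratios scaling and 41.5% with quantile normalization. The count was 868 without WT bone marrow replicate 2, 904 without WT fetal liver replicate 3 and 2781 without WT bone marrow replicate 1. The largest rises were those of Igf2bp3 (5.0 ± 0.22 SE, limma adjusted p 3.52e-09), from 0.828 ± 0.226 to 57.3 ± 5.28 CPM (SD, n = 3), Serpinb2 (4.89 ± 1.04 SE, adjusted p 0.00654) and H19 (4.62 ± 0.25 SE, adjusted p 3.2e-08). The call of Serpinb2 was lost under edgeR (adjusted p 0.0512) and with all genes tested (0.0591), in a range of 0.000571 to 0.44 over its alternatives. The largest falls were those of H2-Q6 (-6.06 ± 0.19 SE, limma adjusted p 1.62e-10), H2-Q7 (-5.87 ± 0.21 SE, adjusted p 4.57e-10) and Aldh1a1 (-5.40 ± 0.22 SE, adjusted p 1.73e-09), with the same reservation for the H2-Q6 and H2-Q7 copies. Aldh1a1 lay at or under the floor in 2 of 3 WT fetal liver libraries, so the size of its fall is uncertain. For these 6 genes the 3 libraries of each source did not overlap. With Xist as a covariate all 6 calls were lost, because Xist separates the sources.

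The lists were planned for the genotype effects only, and their values between sources were read after the data were seen. The fetal programme list was higher in WT fetal liver than in WT bone marrow by 2.57 (camera adjusted p 3.68e-22, 12 of 13 genes, 11 called and 11 adjusted over the list alone), also under an estimated correlation (adjusted p 0.00115). The interferon response list was lower in WT fetal liver by a value of -1.31 (adjusted p 4.82e-18, 36 of 36 genes lower, 25 called and 30 adjusted over the list alone). In ETV6-RUNX1 cells it was higher in fetal liver, by 1.41 (adjusted p 5.33e-16, 34 of 36 genes, 29 and 32). Neither interferon value passed under an estimated correlation (adjusted p 0.188 in WT and 0.185 in ETV6-RUNX1), and with Xist as a covariate the WT value was -0.33 (adjusted p 0.528, range 2.6e-24 to 0.528 over 17 alternatives).

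In ETV6-RUNX1 cells the sources differed in 4088 genes, 1484 higher and 2604 lower in fetal liver. Median-of-ratios scaling reversed this balance to 2032 higher and 1489 lower (57.7% higher against 36.3%) and moved the median log2 fold change of all genes from -0.16 to -0.01. The largest rises were those of Serpinb2 (7.17 ± 1.04 SE, limma adjusted p 0.000154), Thbs1 (6.74 ± 0.70 SE, adjusted p 8.87e-06) and Hpgd (6.41 ± 0.58 SE, adjusted p 2.54e-06). The largest falls were those of Aldh1a1 (-5.50 ± 0.22 SE, limma adjusted p 1.32e-09), Myl10 (-5.31 ± 0.20 SE, adjusted p 1.01e-09) and Sdsl (-5.24 ± 0.19 SE, adjusted p 1.01e-09). The 3 libraries of each source did not overlap for these 6 genes. With Xist as a covariate the calls of Serpinb2, Thbs1, Aldh1a1 and Sdsl were lost, and DESeq2 gave no adjusted p for Serpinb2. Of the calls in the source comparisons, 1017 were shared by both genotypes, 919 in the same and 98 in the opposite direction.

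To ask whether the fusion moves fetal cells along the ontogeny difference, the genotype effect in fetal liver was correlated across genes with the WT source difference. Pearson's r was -0.28. The comparisons share the WT fetal liver libraries, which by itself gives a negative value. Simulated groups without a genotype effect gave a mean of -0.205 (95% of them from -0.494 to 0.134), and 33.9% of 1000 simulations lay as low as the observed value. When the 3 WT fetal liver libraries were divided so that the comparisons shared none, 6 fits gave r from -0.26 to -0.167, where 9.1% of simulations lay as low as their mean of -0.23. The correlation was within the range of groups without a genotype effect. In the data, however, 6151 of 14271 genes were called in fetal liver, so noise weighs less there than in the simulations. The simulated range therefore cannot decide whether the genotype effect lies along the source difference, and no conclusion is drawn.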

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

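The genotype effect differed between fetal liver and bone marrow in many genes and lists, and these differences were examined against technical and chance explanations. The tests of depth, GC content and length, the MHC, macrophages, the starting level, Xist as a covariate and the splits of libraries were set before the data were examined. The tests of genes beyond the Y-linked ratios, the share of the main cell type, the pseudogene share and the summed copies were chosen only after the result was seen.

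The interaction was called for 1311 genes. Unequal depth did not account for this number, since 1255 genes were called after every library was thinned to 32.3 M reads, 1218 of them shared with the full data. A correction of each library for GC content and exon length left 1460 genes, of which 1066 were shared. Splits of the libraries did not separate the number from the genotype effect in fetal liver alone. Of 100 splits drawn from 200, 7 gave at least as many genes, the real one included, and the next largest gave 1253. All 7 were among the 11 drawn that kept fetal liver parted by genotype while mixing or keeping the bone marrow libraries, so the number of interaction genes is what a large effect in fetal liver and any small or absent one in bone marrow would give. The number says little about bone marrow.

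The interaction number also moved with 2 covariates. The first was Xist, because the fetal liver libraries held Xist and Y-linked reads alike, so that male and female cells were mixed, in proportions that are not known. The prediction written before the data were examined put a large drop with Xist as a covariate on the side of the sex mix, and the drop occurred, to 669 genes, 633 of them shared. The drop does not bear on the sex mix, however. A mix can act only in fetal liver, where the count went from 6151 to 6047 with Xist, while in bone marrow, with Xist at 0.175 to 1.27 CPM, it went from 2763 to 2181. The covariate also raised the standard error of the interaction 1.12 times. A later test used the Y-linked ratios, from 1.63 to 3.26, as a bound on what a changed male share can do to a gene. Of the 1311 genes, 574 lay beyond it. The bound assumes fixed levels in each sex and is set by genes of male cells. A changed male share alone is therefore an unlikely source of a rise beyond it. Genes of female cells and a genotype effect that differs by sex are not bounded, so sex is not excluded for the 574 genes. For the other 737 genes, sex mix and a difference between the sources cannot be told apart either, since the sexes of the embryos are not given.

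The second covariate was the share of reads in processed pseudogenes, taken as a marker of library quality. It averaged 1.51% in ETV6-RUNX1 fetal liver, 2.01% in WT fetal liver, 1.84% in WT bone marrow and 2.34% in ETV6-RUNX1 bone marrow. With it as a covariate 543 genes had an interaction, 408 of them shared, and the standard error rose 1.25 times. Quality and biology cannot be told apart here, since the share itself differs between the groups.

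The difference between sources passed for 10 lists. Its values were 2.72 for interferon response, 1.38 for megakaryocyte, 1.20 for erythroid, 0.94 for NF-kB and immediate early, 0.66 for mast cell and basophil, 0.47 for HSC-associated and 0.34 for lymphoid priming. They were -0.65 for MYC and ribosome biogenesis, -0.24 for G2/M phase and -0.20 for S phase. Only 2 of the 100 splits drawn gave as many lists, the real one included, so chance division of the libraries is an unlikely source of the number. Under camera with an estimated correlation 1 list passed, so the number rests on the preset correlation. The cell cycle, lymphoid and mast cell lists also lost their calls without single libraries, and all of these but the G2/M list lost them under some choices of filter, scaling, weights, pseudocount or covariate.

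The interferon response list is the largest of these differences. An MHC haplotype linked to the transgene was excluded as its source, since the median log2 fold change in fetal liver was 4.67 over the 34 of 36 genes outside chromosome 17. A lower starting level in WT fetal liver contributes, as that group had the lowest level (3.72 ± 0.05 SD against 5.12 ± 0.37 in WT bone marrow, n = 3 each, log2 scale). It is not the whole of it, since ETV6-RUNX1 fetal liver also stood above ETV6-RUNX1 bone marrow by a median of 1.21. In the simplest reading, fetal liver cells may start from a lower interferon tone and reach a higher one, but a direct effect of the fusion, a response to the culture and a response to induced foreign RNA or protein were not tested.

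Macrophages in the fetal liver cultures could raise interferon genes. The prediction written before the data were examined did not say whether it covered listed or tested markers, and the readings differ. Over all 16 markers listed the median was 0.261 CPM in ETV6-RUNX1 fetal liver, which speaks against macrophages. Over the 8 that passed the expression filter it was 63.3 CPM with a median log2 fold change of 1.12, which is the side of macrophages. The markers of tissue macrophages C1qa, C1qc, Cd5l and Vsig4 had 0 CPM, and 9 of 16 lay under 1 CPM. The tested markers with a call were Lyz2 (686 against 233 CPM in WT), Slc40a1 (106 against 1.39), Fcgr1 (20.9 against 2.57) and Adgre1 (1.24 against 0.032), all higher. Apoe was higher without a call (145 against 69.4), and Ctsd (518 against 625), Mrc1 (1.25 against 1.47) and Cd163 (0.01 against 0.136) were lower, also without a call. Tissue macrophages are therefore an unlikely source, while cells turning towards the monocyte line are not excluded.

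The megakaryocyte and erythroid lists rose in fetal liver and not in bone marrow. If other cell types had merely displaced HSCs, the HSC-associated list would have fallen, but its median log2 fold change in fetal liver was 0.87. A shift in which all of these lists rise within the same cells and a mixture of more primitive and more mature cells are both possible, and bulk libraries do not separate them.

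Among single genes, the interaction was 3.96 for Ifit3, 4.89 for Ifit1bl1, 4.04 for Ifit3b, 3.92 for Oas2, 4.52 for Ifi44 and 2.99 for Oasl2. It was 5.42 for Myl9, 5.42 for H2-Q6 and 5.22 for Col5a2, and -2.68 for Fyb2, -2.40 for Emilin2, -2.10 for Slc22a3 and -1.92 for Nkg7. The cell cycle genes had -0.62 for Chaf1b, -0.81 for Cdca3 and -0.77 for Ube2c, and the MYC list genes -0.76 for Npm1, -1.40 for Srm and -0.77 for Grwd1. The HSC-associated and lymphoid genes had 1.22 for Mllt3, 2.04 for Slamf1, 2.74 for Ly6a and 2.46 for Ighm.

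The granulocyte-monocyte genes had -1.85 for Prtn3, 1.72 for Csf2rb and 2.26 for Csf1r, and the mast cell genes 2.07 for Hdc and 1.35 for Fcer1a. The megakaryocyte genes had 1.66 for Gp9, 1.86 for Tubb1 and 1.53 for Vwf, and the erythroid genes 3.82 for Hba-a1 and 3.50 for Rhag. The fetal programme genes had 1.78 for Hbb-y, 1.47 for Plagl1 and -1.30 for H19, and the NF-kB and immediate early genes 3.27 for Ccl3 and 2.93 for Egr2. Fyb2 was at the floor in fetal liver and Fcer1a had 0 reads in ETV6-RUNX1 fetal liver, so their values are not differences between measured fold changes. The same holds for Hba-a1, at or under the floor in 2 of 3 libraries of WT fetal liver and of ETV6-RUNX1 bone marrow, and for Myl9, Col5a2, H19 and Egr2, at or under it in 2 of 3 ETV6-RUNX1 bone marrow libraries. Reads wrongly divided between copies were excluded as a cause for 3 genes, because the summed copies kept interactions of 5.37 for H2-Q6 with H2-Q7, 4.02 for Hba-a1 with Hba-a2 and 4.39 for Ifit3 with Ifit3b.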

How the results depend on the processing

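The alternatives changed the counts more than the direction of single genes. For each changed value below the cause was not tested unless the way the alternative is built shows it. The share of pseudogene reads was added after the data were seen.

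In fetal liver 6151 genes were called, and the 2-fold threshold left 2176, as its construction demands. The fits without 1 library gave 4666 to 5626. In bone marrow the count of 2763 became 901 with the 2-fold threshold and 1601 with only the 6 libraries compared, a choice that gave 6570 in fetal liver and, between sources, 1559 in WT and 3647 in ETV6-RUNX1. Without 1 library it was 1520 (without ETV6-RUNX1 replicate 2) to 2924.

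The interaction count, 1311, became 767 with all genes tested, 669 with Xist, 543 with the pseudogene share and 3637 with array weights, which gave WT bone marrow replicate 1 a weight of 0.32. Without 1 library it ran from 731 (without WT bone marrow replicate 2) to 2332 (without WT bone marrow replicate 1). The WT source comparison, with 1591 genes, became 776 with the 2-fold threshold, 4401 with array weights and 2 with Xist, and the same comparison in ETV6-RUNX1, with 4088, became 1539 and, with Xist, 40. Xist separates the sources, so these drops follow from the design, with a standard error 7.85 times as large in WT. Without 1 library the WT count was 868 (without WT bone marrow replicate 2) to 2781 (without WT bone marrow replicate 1), and the ETV6-RUNX1 count 2831 to 3835.

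With the replicate number as a replicate block the counts were 5838, 2334, 1033, 1425 and 3739 for the 5 comparisons, and 9, 7 and 10 lists passed. The deviations of equally numbered libraries correlated between -0.442 and 0.221, so the numbers do not mark pairs.

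The correlation of the genotype effects (0.64) stayed between 0.548 and 0.691. That along the ontogeny difference (-0.28) was 0.132 with Xist, a reversal that follows from the same confounding, and -0.323 to -0.241 without 1 library.

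The number of lists passing was 9 in fetal liver, 7 in bone marrow and 10 for the interaction. With the estimated correlation it was 0, 0 and 1, while 4, 3 and 4 lists had an unadjusted p under 0.05. Without 1 library the interaction gave 6 to 10 lists (6 without WT bone marrow replicate 1 or ETV6-RUNX1 fetal liver replicate 3) and bone marrow 6 to 8. The HSC-associated list in bone marrow (0.28) lost its call without WT replicate 1 (0.25, camera adjusted p 0.0611, range 0.00117 to 0.463 over 17 alternatives), and the erythroid list there gained one without ETV6-RUNX1 replicate 2 (-0.42, adjusted p 0.0159, range to 0.606). The megakaryocyte list in bone marrow lost it without WT replicate 3 (-0.40), ETV6-RUNX1 replicate 1 (-0.40) or replicate 3 (-0.23), and also with quantile normalization (-0.48) and the pseudogene share (-0.20), with adjusted p from 3.26e-09 to 0.717 over 17 alternatives. The HSC-associated list there also lost its call with array weights (0.23). For the interaction, the S phase list lost its call without any of 5 libraries (-0.16 to -0.14: WT bone marrow 1, WT fetal liver 2, ETV6-RUNX1 bone marrow 1 and 3, ETV6-RUNX1 fetal liver 3). The G2/M list lost it without WT bone marrow 1 (-0.19) or ETV6-RUNX1 fetal liver 3 (-0.18). Without those libraries or ETV6-RUNX1 bone marrow 1 the lymphoid list (0.34 to 0.36) and the mast cell list (0.57 to 0.62) lost theirs. Processing choices changed interaction calls as well. With all genes tested the granulocyte-monocyte list (0.13) gained a call (0.61, camera adjusted p 0.0355), which gave 11 lists. The S phase list lost its call with median-of-ratios scaling (-0.20), genes averaging 5 CPM (-0.21), array weights (-0.16) and Xist (-0.11). The lymphoid list lost it with array weights (0.35) and the pseudogene share (0.24), and the mast cell list with the pseudocount of 0.1 (0.77) and genes averaging 5 CPM (0.44).

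Reversed directions occurred in lists near 0. The fetal programme list in fetal liver (-0.07) was 0.044 with a pseudocount of 0.1, 0.017 with all genes, 0.006 with the pseudogene share and -0.13 to 0.031 without 1 library (0.031 without WT fetal liver replicate 2). The lymphoid priming list in bone marrow (0.004) was -0.082 with the pseudocount, -0.012 with all genes, -0.021 with array weights and -0.021 to 0.041 without 1 library (-0.021 without WT replicate 1, -0.009 without WT replicate 3, -0.004 without ETV6-RUNX1 replicate 1, 0 without ETV6-RUNX1 replicate 2). The granulocyte-monocyte list in bone marrow (0.09) was -0.037 with the pseudocount, -0.429 with all genes, -0.328 with genes averaging 5 CPM and -0.03 to 0.161 without 1 library (-0.03 without WT replicate 3). The fetal programme interaction (0.09) was -0.106 with genes averaging 5 CPM and -0.023 with array weights. Only the megakaryocyte list in bone marrow (-0.54), which became 0.03 with Xist, had passed before.

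For the 70 named gene results, 1258 of 1281 alternatives kept the result, 20 weakened it, 3 strengthened it and 0 reversed it. For the 38 list results, 635 of 718 kept it, 59 weakened it, 6 strengthened it and 18 reversed it. DESeq2 left 13 genes without an adjusted p, and it was not run for the correlations.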

Other observations

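Several patterns outside the planned comparisons were seen. The tests of the male share, lincRNA share, Rosa26 neighbours, the run on chromosome 11, fusion reads and Ifnb1 were chosen only after the result was seen, as were these genes. Those of the segment around Col1a1, depth, GC content and the splits were set before.

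The counts of genes called within each source were tested first. After thinning to 32.3 M reads 6097 genes were called in fetal liver and 2735 in bone marrow, so depth does not explain the counts. Correction for GC content and exon length gave 6532 and 3203 calls. Of these, 5034 and 1994 were shared with the main fit in the same direction. The biases therefore do not explain the size of the counts, but which genes were called depended in part on the correction. The correction did change the direction of calls, to 2606 higher and 3926 lower in fetal liver and 1313 and 1890 in bone marrow. In the 10 possible splits of the 6 libraries, 1 of 10, the real one, gave as many genes in fetal liver, 1 of 10 in bone marrow, 1 of 10 between sources in WT and 1 of 10 in ETV6-RUNX1. For the lists it was likewise 1 of 10 in fetal liver and 1 of 10 in bone marrow. The other splits gave at most 0, 1, 1 and 2 genes in these comparisons, against 6151, 2763, 1591 and 4088, so the real division stands far apart in size. With 3 libraries against 3 the share itself cannot be smaller than 0.1, which as a test leaves chance division formally open.

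Runx1 and Etv6 rose in all comparisons of genotypes, the smallest ratio being 1.37 for Etv6 in bone marrow. Reads of the fusion may account for this, but a rise of the endogenous genes would look the same, and they cannot be told apart because the table gives 1 value per gene. Reads per exon, which were not analysed here, would separate them where the transgene holds only part of a gene.

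Gt(ROSA)26Sor fell by 2.68 ± 0.22 SE on the log2 scale in fetal liver and by 2.19 ± 0.22 SE in bone marrow, with all 3 ETV6-RUNX1 libraries below all 3 WT libraries. The 20 tested neighbours within 0.5 Mb had median absolute changes of 0.47 and 0.32. The lowest neighbour value was -1.04 in fetal liver and -0.67 in bone marrow, so no tested neighbour fell as far as Gt(ROSA)26Sor. An insertion at the locus, such as a doxycycline-dependent activator, is a possible cause. A median over neighbours does not show that this gene alone was disrupted. The labels do not say where the transgenes lie.

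Inducible transgenes are often placed beside Col1a1 on chromosome 11, where flanking segments from the original strain can differ between genotypes. Within 10 Mb of Col1a1, 15% of 273 tested genes were called alike in both sources, against a median of 13.2% and a 95th percentile of 19.4% in 1000 random windows. With a background that high a few changed genes could be hidden, so a small segment cannot be told apart from none. Med1, within this window, fell to ratios of 0.298 in fetal liver and 0.269 in bone marrow, without overlap of the libraries. Smim6, outside it at 115912017, fell in both sources as well (log2 fold change -2.78 and -2.99). Single genes do not settle whether a segment is present.

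Farther along chromosome 11, between 116142285 and 116854263, 5 of 21 neighbouring genes changed at least 2-fold alike in both sources: St6galnac2, BC018473, St6galnac1 and Cygb rose and Srsf2 fell. In 0.94 of 1000 shuffles of gene positions such a run occurred somewhere in the genome, so its size alone is not unusual. The median interaction of the 5 genes was -0.04, from -0.85 for BC018473 to 0.36 for Srsf2, against 2.72 for the interferon response list. Because these genes were picked for changing alike in both sources, the values do not exclude a part in the interferon response. A segment from Col1a1 to the run may or may not be present: 2.67% of the 300 genes between them changed alike, against a median of 1.33% and a 95th percentile of 3% elsewhere, and these cannot be told apart at that background. St6galnac2 and BC018473 overlap or lie antisense to other genes, and Srsf2 lies close by, so transcription running through this region is an open possibility that was not tested.

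The share of reads in lincRNA genes was higher in ETV6-RUNX1 cells. Malat1 rose 4.0-fold in fetal liver and 2.38-fold in bone marrow, and Neat1 7.94-fold and 1.93-fold, with all 3 libraries above all 3. A test written before the data were examined took the median of the other 259 lincRNA genes, which differed from that of all genes by only 0.07 in fetal liver and 0.05 in bone marrow and so came out on the side of Malat1 alone. A median over genes that change in either direction cannot show this, and the test is not used here. It was replaced after the share without Malat1 was seen to rise, to 0.763% from 0.523% in fetal liver, where all 3 libraries lay above all 3, so Malat1 was not the only gene there. In bone marrow the share was 0.675 ± 0.128% against 0.534 ± 0.063% (SD, n = 3) with overlapping libraries, although Neat1 itself rose there. A larger share of nuclear RNA in these libraries may also contribute and was not tested.

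The Y-linked genes rose 1.63-fold to 3.26-fold in ETV6-RUNX1 fetal liver. A larger share of male cells would lower Xist, whose ratio was 0.945. The fall is too small to match the rise, yet Xist varied between libraries, so a changed share of males and a change of these genes for another reason cannot be told apart.

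Ifnb1 (ENSMUSG00000048806) was found in all 3 ETV6-RUNX1 fetal liver libraries, with a mean of 3.31 ± 1.37 CPM (SD, n = 3) and at least 119 reads in each. ETV6-RUNX1 bone marrow had 4 to 10 reads, and in the WT groups all libraries but 1 of each source had 0. Interferon beta made in the culture could drive the interferon response there, but the response may equally induce Ifnb1, and these cannot be told apart without time points. Blocking the interferon receptor during culture would test it.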
